A study of Homo sapiens with 6 samples. Its data were reported in "Stress signaling in breast cancer cells induces matrix components that promote chemoresistant metastasis" (2018).

How the data were processed

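Gene expression was measured with Affymetrix Human Genome U133 Plus 2.0 arrays in MDA231-LM2 cells, a derivative of the human breast cancer cell line MDA-MB-231 that was selected for growth in the lung. The 6 arrays formed 2 groups of 3, named from the labels as monolayer and oncospheres, and the labels called the 3 of each group biological replicates. Labelled cRNA was made from 100 ng of total RNA per array. An array of this kind carries short probes in groups called probe sets, mostly near the 3' end of a transcript, and its brightness is a relative measure of RNA that is not comparable between probe sets.

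The deposited values were intensities per probe set. According to the methods of the study, the authors normalized the raw data by robust multi-array averaging (RMA), and the submitters' processing notes named the affy package, with no version given in the sources used here. The deposited intensities were on a linear scale and not on the log2 scale that had been assumed when the test was chosen, so log2 was taken before any fit. No array had a value below 48.02, and array medians lay between 112.6 and 114.1. Whether the values had been rescaled or floored was not settled, and the size of a fold change is uncertain where a probe set lay near the lowest values. The number of arrays, and not a count of reads, limits the precision.

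Of the probe sets, 62 controls were left out and 54613 were tested. The platform annotation gave 41091 of these 1 gene symbol, 1801 several and 11721 none. Symbols were checked against the RefSeq gene table of GRCh38.p14 through gene identifiers. No genome coordinates were used, since no build was named for the array. A gene was represented by the probe set with 1 symbol and the highest mean over the 6 arrays, which gave 19775 genes. Probe sets whose names end in _x_at or _s_at can match several transcripts or genes, and values of closely related genes, such as the HLA-D genes, are uncertain for that reason.

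Oncospheres were compared with monolayer by a linear model and empirical Bayes moderation (limma 3.58.1 in R 4.3.3), as the methods of the study describe for a comparison of 2 groups, with Benjamini-Hochberg adjustment over all tested probe sets. A gene was called at an adjusted p below 0.05. Counts were also made with a minimum change of 1.5-fold. The p-values measure the spread between cultures of 1 cell line. The procedure was tested on simulated arrays with the monolayer means of the real probe sets and spreads drawn from the fitted prior. There, over 19775 genes, changes of 1.5-fold, 2-fold and 4-fold were recovered for 72%, 96% and 100% of the changed genes, with 2 false calls among 185 calls. The simulated probe sets varied independently of one another, and few genes were changed. These counts therefore check the procedure and do not measure its error rate in the real data.

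A total of 46 gene lists (pathways, cellular processes and markers of cell types) was written from textbook knowledge, and all lists, the tests and the rule for named genes were fixed before the data were examined. The lists held 1367 genes, of which 1242 were measured, 3 of them through an older symbol, a match that was added after a first look at the results and that removed the call on 1 list. Genes of the JNK signature of the study had been seen before the lists were written, so that the lists are not independent of its results. Many genes stood in more than 1 list. Lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 46 lists. Camera with an estimated correlation, fgsea 1.28.0 and fry were run as alternatives. The published signatures used in the study were not used here.

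The rule for named genes took SPP1, TNC and JUN with every probe set. It also took the 10 largest increases and the 10 largest decreases among called genes whose arrays did not overlap between groups. Of each list it took up to 4 called members with the largest change, with the largest member of the less frequent direction in place of the fourth. Genes named outside this rule are said to have been chosen after their values were seen.

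The alternatives were quantile normalization again, cyclic loess, median centring, dim probe sets left out, an intensity trend with a robust prior, array quality weights, the replicate number as a block, the mean of all probe sets of a gene, _x_at and _s_at probe sets left out, adjustment over the representative probe sets, an adjusted p below 0.01 and each array left out in turn. The subtraction of each array's 5th percentile, with values under 16 set to 16, was added after the data had been seen. The lists without the match through older symbols, as first run, were kept as an alternative.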

Results

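The data were 6 arrays of MDA231-LM2 cells in 2 culture forms. For the monolayer, 3 cultures were kept attached in medium with 10% fetal bovine serum and harvested 48 h after the medium was renewed. For the oncospheres, 3 cultures were kept for 4 days on plates to which cells adhere poorly, in a mammary epithelial medium with insulin (5 μg/ml), EGF (20 ng/ml), bFGF (10 ng/ml) and B27 (2%). Oncospheres are floating clusters that form under such conditions, which are used to enrich cells with stem cell properties. The comparison addressed which genes differ between sphere culture and attached culture, in a study of JNK signaling in metastatic breast cancer cells. Arrays of 1 group resembled one another closely, with Pearson's r across probe sets between 0.993 and 0.996, against 0.966 to 0.973 between groups. The first principal component separated the groups and held 79.1% of the variance, and the second (6.89%) set the oncosphere culture 2 apart from the others.

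In oncospheres, MDA231-LM2 cells carried more RNA of the MHC class II genes HLA-DRA, HLA-DPA1 and HLA-DRB1, of interferon-stimulated, hypoxia-induced and cholesterol-synthesis genes and of many matrix genes, and less RNA of genes for mitosis, DNA replication, ribosome biogenesis and YAP and TAZ targets. These lists were called by camera at a preset correlation, and none of them with an estimated correlation, where their adjusted p lay between 0.162 and 0.368. The integrin subunit ITGA1, which binds collagen with its partner chain, rose 26.3-fold, and HLA-DRA rose 17.5-fold. KISS1, known as a suppressor of metastasis, fell to a level 10.5-fold lower, and the YAP and TAZ target ANKRD1 to one 9.36-fold lower. In oncospheres KISS1 and ANKRD1 lay below the median probe set intensity of 113.5 (means of 105 and 95.2), so the size of these folds is uncertain. In all, 3430 of 19775 genes rose and 3464 fell (limma, adjusted p below 0.05), and 1429 rose and 1107 fell by at least 1.5-fold. Changes of at least 4-fold were more often increases, with 78 genes higher and 17 lower. The groups did not overlap in 9279 genes (46.9%, where chance gives 10%). The called genes included 366 with probe sets called in both directions.

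**Figure D1:**
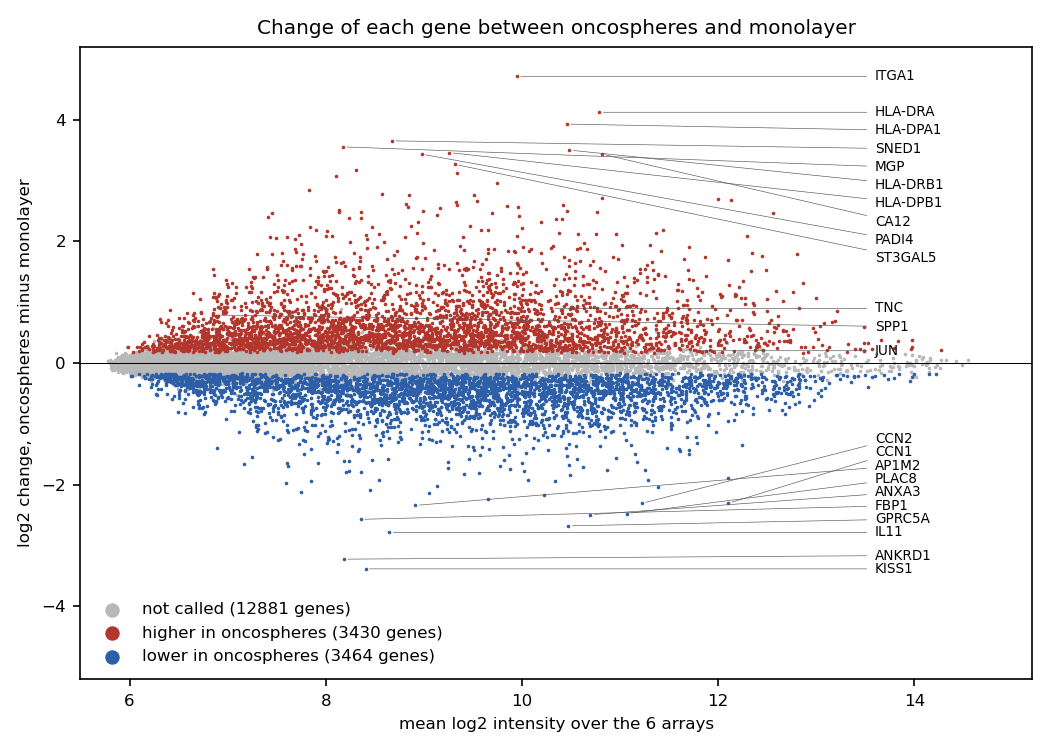
Each point is 1 gene, with its mean log2 intensity over the 6 arrays on the x axis and its log2 change (oncospheres minus monolayer, n = 3 each) on the y axis; red genes were higher (3430), blue genes lower (3464) and grey genes not called. The labelled genes are SPP1, TNC, JUN and the 10 largest changes each way, from ITGA1 at 4.72 to KISS1 at -3.39.

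The 10 largest increases had adjusted p between 2.88e-07 and 5.48e-06 (limma, Benjamini-Hochberg), and all 3 oncosphere arrays lay above the 3 monolayer arrays for each. They were ITGA1 (log2 change 4.72, SE 0.12), HLA-DRA (log2 change 4.13, SE 0.12), HLA-DPA1 (log2 change 3.93, SE 0.08), SNED1 (log2 change 3.66, SE 0.11), MGP (log2 change 3.56, SE 0.11), HLA-DRB1 (log2 change 3.50, SE 0.12), HLA-DPB1 (log2 change 3.46, SE 0.12), CA12 (log2 change 3.44, SE 0.07), PADI4 (log2 change 3.44, SE 0.13) and ST3GAL5 (log2 change 3.27, SE 0.15). ITGA1 had an intensity of 194 ± 29.4 in monolayer and 5074 ± 404 in oncospheres (SD, n = 3 each). For HLA-DRA, a chain of the class II molecules that present peptides to T cells, the intensity was 423 ± 19.8 in monolayer and 7457 ± 1210.4 in oncospheres. CA12 encodes a carbonic anhydrase, MGP and SNED1 encode matrix proteins, PADI4 an enzyme that converts arginine to citrulline in proteins, and ST3GAL5 a sialyltransferase. CA12 intensity was 546 ± 30.2 in monolayer and 5927 ± 320.4 in oncospheres. Without _x_at and _s_at probe sets, others stood for MGP and HLA-DPB1, which were then not called (log2 changes of 0.076 and 0.14).

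The 10 largest decreases were KISS1 (log2 change -3.39, SE 0.19), ANKRD1 (log2 change -3.23, SE 0.12), IL11 (log2 change -2.79, SE 0.13), GPRC5A (log2 change -2.68, SE 0.12), FBP1 (log2 change -2.57, SE 0.08), ANXA3 (log2 change -2.49, SE 0.14), PLAC8 (log2 change -2.48, SE 0.07), AP1M2 (log2 change -2.34, SE 0.15), CCN1 (log2 change -2.31, SE 0.08) and CCN2 (log2 change -2.31, SE 0.10). Their adjusted p lay between 1.18e-06 and 2.35e-05 (limma, Benjamini-Hochberg). IL11, a cytokine induced by TGF-beta, had an intensity of 1062 ± 168 in monolayer and 153 ± 17.3 in oncospheres (SD, n = 3 each). KISS1 intensity was 1134 ± 370.2 in monolayer and 105 ± 4.79 in oncospheres. FBP1 encodes a gluconeogenic enzyme, and CCN1 and CCN2 encode secreted matricellular proteins.

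Genes of cell division were lower in oncospheres. Of the mitosis and G2/M genes, 1 of 59 measured genes rose, 56 fell and 2 were not called. The counts adjusted over the list alone were 1 higher and 58 lower (camera adjusted p = 3.37e-16, and adjusted p = 0.34 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, fell by 1.63 on the log2 scale, the proliferation marker MKI67 had a log2 change of -1.24 and the mitotic kinase AURKA one of -1.22, whereas CDC25B rose by 0.46. For the DNA replication and S phase list, 0 of 48 measured genes rose, 39 fell and 9 were not called (adjusted over the list alone, 0 rose and 43 fell), with POLA2 at -1.34 and GINS2 at -1.20 (camera adjusted p = 2.76e-12, and adjusted p = 0.368 with an estimated correlation). The probe sets of POLA2 and GINS2 outside the _x_at and _s_at kinds were not called, with log2 changes of -0.012 and -0.073. On the oncosphere 2 array, the median replication gene with a change of at least 2-fold lay a share of 0.386 of the way back to the monolayer level of intensity, and the median mitosis gene 0.301. The list of MYC and nucleolar ribosome biogenesis genes moved the same way, as 0 of 37 measured genes rose, 36 fell and 1 was not called. Adjusted over the list alone, 0 rose and 36 fell (camera adjusted p = 3.37e-16, and adjusted p = 0.162 with an estimated correlation). Its members included ODC1, which makes polyamines and fell by 1.49, and MYC itself, which fell by 1.02. Among inhibitors of cyclin-dependent kinases and quiescence genes, 15 of 28 measured genes rose, 4 fell and 9 were not called (adjusted over the list alone, 16 rose and 6 fell) (camera adjusted p = 0.00129, and adjusted p = 0.332 with an estimated correlation), and TP53INP1 (log2 change 2.13, SE 0.10), CCNG2 (log2 change 1.68, SE 0.10) and CDKN1A (log2 change 1.56, SE 0.13) were the largest. Of the oxidative phosphorylation subunits, 1 of 49 measured genes rose, 18 fell and 30 were not called. When adjusted over the list alone, 1 rose and 18 fell (camera adjusted p = 0.00219, and adjusted p = 0.332 with an estimated correlation). ATP5MC1 fell by 0.88 and COX5B rose by 0.25, the latter not called without _s_at and _x_at probe sets (0.14). The call on that list was lost with cyclic loess (adjusted p = 0.127), with the mean of all probe sets (0.128) and without _x_at and _s_at probe sets (0.181), with 9.10e-04 to 0.181 over 17 camera alternatives.

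Interferon-stimulated genes rose together. Here 35 of 45 measured genes rose, 1 fell and 9 were not called (adjusted over the list alone, 38 rose and 1 fell), with camera adjusted p = 3.29e-15, and adjusted p = 0.169 with an estimated correlation. BST2, which tethers virus particles, was at 381 ± 65.5 in monolayer and 1743 ± 362 in oncospheres (SD, n = 3 each), TRIM22 had a log2 change of 1.82 and GBP2 of 1.77, while IFIT5 fell by 0.28. The call on IFIT5 was lost without monolayer 1 (adjusted p = 0.0898), 2 (0.0734) or 3 (0.0692) and with cyclic loess, and its adjusted p ran from 0.0105 to 0.111 over the alternatives. NF-kB targets showed 17 higher, 3 lower and 13 not called of 33, with 17 and 4 adjusted over the list alone, with camera adjusted p = 0.00179, and adjusted p = 0.455 with an estimated correlation, and the call was lost without _x_at and _s_at probe sets (adjusted p = 0.062; 1.66e-04 to 0.062 over 17 camera alternatives). The adhesion molecule VCAM1 (2.66) and the complement factor C3 (2.51) rose and the survival factor BCL2L1 (-1.14) fell. Inflammatory cytokines and chemokines came to 13 higher, 2 lower and 14 not called of 29. The counts adjusted over the list alone were 14 higher and 2 lower (camera adjusted p = 0.00332, and adjusted p = 0.461 with an estimated correlation). EBI3 (2.10) and TNFSF10 (1.88) rose, and IL11 fell as given above. With fgsea this list had an adjusted p of 0.209 and with fry 0.0582, against 1.66e-04 to 0.0136 over 17 camera alternatives. The list of lung metastasis genes of MDA-MB-231 derivatives is tied to the cells studied here, since MDA231-LM2 is itself such a derivative. It showed 14 higher, 1 lower and 1 not called of 16. Adjusted over the list alone, 14 rose and 1 fell (camera adjusted p = 8.27e-08, and adjusted p = 0.247 with an estimated correlation). CXCL1 rose by 2.23 with an intensity of 505 ± 204 in monolayer and 2275 ± 613 in oncospheres, and MMP1 fell by 0.72. MMP1 was not called without monolayer 1 (adjusted p = 0.102), monolayer 3 (0.0983) or oncosphere 1 (0.0548), and its adjusted p ran from 0.00258 to 0.142 over the alternatives. On the oncosphere 2 array, the median cytokine gene with a change of at least 2-fold lay a share of 0.551 of the way back to the monolayer level, and the median NF-kB target 0.445.

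Metabolic and stress genes moved in several directions. Of the hypoxia-induced genes, 33 of 39 measured genes rose, 3 fell and 3 were not called. When adjusted over the list alone, 33 rose and 3 fell (camera adjusted p = 6.13e-15, and adjusted p = 0.191 with an estimated correlation). NDRG1 rose 6.39-fold and ANGPTL4, an inhibitor of lipoprotein lipase, 4.19-fold, and the hexokinase HK2 fell by 0.69. For cholesterol biosynthesis and uptake, 19 of 22 measured genes rose, 0 fell and 3 were not called. The counts adjusted over the list alone were 20 higher and 0 lower (camera adjusted p = 1.33e-09, and adjusted p = 0.247 with an estimated correlation). HMGCS1, which makes the precursor of mevalonate, rose 5.9-fold, with an intensity of 411 ± 5.44 in monolayer and 2461 ± 532 in oncospheres (SD, n = 3 each), and MSMO1 had a log2 change of 1.66. On the oncosphere 2 array, those changed by at least 2-fold lay farther from monolayer than on the other oncosphere arrays, with a median share of -0.487 on the same scale. Lysosome and autophagy genes gave 27 higher, 5 lower and 9 not called of 41, with 29 and 7 adjusted over the list alone (camera adjusted p = 2.07e-07, and adjusted p = 0.163 with an estimated correlation), and the cathepsins CTSO (1.91), CTSS (1.26) and CTSD (1.22) rose while ATG3 fell by 0.57. Chaperones of the endoplasmic reticulum and genes of the unfolded protein response showed 20 higher, 2 lower and 7 not called of 29, with 24 and 2 adjusted over the list alone (camera adjusted p = 2.80e-07, and adjusted p = 0.288 with an estimated correlation), with DNAJB9 at 0.98 and PDIA4 at 0.96. In the list of the integrated stress response and amino acid synthesis, 5 of 42 measured genes rose, 25 fell and 12 were not called. Adjusted over the list alone, 5 rose and 25 fell (camera adjusted p = 7.02e-06, and adjusted p = 0.162 with an estimated correlation). The transporter SLC7A5 (-1.56) and the serine synthesis enzyme PSAT1 (-1.41) fell, whereas the lipoprotein receptor VLDLR rose by 1.32. ASNS, which makes asparagine, fell by 2.17 by its brightest probe set, but the log2 change was 0.025 when _x_at and _s_at probe sets were left out. Cytosolic heat shock proteins came to 3 higher, 10 lower and 5 not called of 18, with 3 and 12 adjusted over the list alone (camera adjusted p = 0.0225, and adjusted p = 0.469 with an estimated correlation), the call being lost without dim probe sets (adjusted p = 0.0767) and with fgsea (0.209), against 0.00835 to 0.0767 over 17 camera alternatives. HSPA4L fell by 1.11, and SERPINH1 rose by 0.89. SERPINH1 is a chaperone of collagen in the endoplasmic reticulum and not in the cytosol, and it also stood in the collagen list. Metallothioneins, which bind zinc, and related genes gave 0 higher, 6 lower and 5 not called of 11, with 0 and 6 adjusted over the list alone (camera adjusted p = 0.0483, and adjusted p = 0.409 with an estimated correlation), with MT1E at -0.54 and MT2A at -0.30. That call did not hold without the monolayer 1 array (adjusted p = 0.107), the monolayer 3 array (0.059) or the oncosphere 1 array (0.0719), nor in 6 other settings and with fgsea (0.0213 to 0.862 over 17 camera alternatives).

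Matrix genes and their receptors changed widely. SPP1, the matricellular protein osteopontin, rose 1.73-fold by the brighter of its 2 probe sets (log2 change 0.79, SE 0.11, adjusted p = 0.00114). Its intensity was 88.0 ± 2.00 in monolayer and 154 ± 26.7 in oncospheres (SD, n = 3 each), close to the lowest values on the arrays, and with a background level subtracted from each array, an alternative chosen after seeing the data, the log2 change was 1.89. The mean of the SPP1 probe sets had a log2 change of 0.44. The dimmer SPP1 probe set was not called (log2 change 0.10, SE 0.06, adjusted p = 0.294). TNC, or tenascin C, rose 1.87-fold by the brightest of its 3 probe sets (log2 change 0.90, SE 0.12, adjusted p = 7.51e-04), from an intensity of 924 ± 63.9 to one of 1737 ± 307. Its dimmer probe sets were also higher, with log2 changes of 0.53 and 0.34, and the mean of the 3 had one of 0.59. Of the extracellular matrix glycoproteins and proteoglycans, 22 of 51 measured genes rose, 8 fell and 21 were not called. When adjusted over the list alone, 24 rose and 9 fell (camera adjusted p = 0.00332, and adjusted p = 0.332 with an estimated correlation). Fibronectin, FN1, rose 5.57-fold and CCN1 (-2.31) and CCN2 (-2.31) fell, and the call on this list was lost without _x_at and _s_at probe sets (adjusted p = 0.06; 4.09e-04 to 0.06 over 17 camera alternatives). Collagens and their modifying enzymes gave 21 higher, 7 lower and 6 not called of 34, with 21 and 7 adjusted over the list alone (camera adjusted p = 1.55e-06, and adjusted p = 0.169 with an estimated correlation), with COL5A1 at 2.65, COL6A3 at 2.26 and COL12A1 at -2.09. Matrix proteases and inhibitors showed 18 higher, 5 lower and 14 not called of 37. The counts adjusted over the list alone were 19 higher and 5 lower (camera adjusted p = 2.79e-04, and adjusted p = 0.332 with an estimated correlation). ADAM8 (2.58) and the gelatinase MMP2 (1.75) rose and the urokinase PLAU fell by 1.45. TGF-beta and SMAD targets came to 17 higher, 3 lower and 3 not called of 23, with 17 and 3 adjusted over the list alone (camera adjusted p = 7.91e-06, and adjusted p = 0.191 with an estimated correlation), where the largest changes were those of IL11 (-2.79) and CCN2 (-2.31), which fell, while TGFBI (2.09) and PMEPA1 (1.89) rose. Without _x_at and _s_at probe sets that call was lost (adjusted p = 0.0545; 5.79e-06 to 0.0545 over 17 camera alternatives). Mesenchymal markers and transition factors counted 16 higher, 4 lower and 12 not called of 32, with 16 and 5 adjusted over the list alone (camera adjusted p = 0.00113, and adjusted p = 0.162 with an estimated correlation), with WNT5A at 2.38 and the receptor tyrosine kinase AXL at -1.89. YAP and TAZ targets, which respond to cell attachment and tension, fell as a list, with 3 higher, 17 lower and 3 not called of 23, with 3 and 18 adjusted over the list alone (camera adjusted p = 6.70e-08, and adjusted p = 0.162 with an estimated correlation), and IGFBP3 was an exception at 2.13.

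Integrins gave 9 higher, 3 lower and 11 not called of 23. Adjusted over the list alone, 9 rose and 3 fell (camera adjusted p = 0.0497, and adjusted p = 0.311 with an estimated correlation). ITGB8 (2.57) and ITGA10 (2.52) rose beside ITGA1, and ITGAE fell by 0.58. The median log2 change of the integrins was -0.000756, below 0, while their mean was 0.57 and the test was positive. The call was lost without the monolayer 2 array (adjusted p = 0.0603), the oncosphere 2 array (0.1) or the oncosphere 3 array (0.0517), and in 6 other settings (0.00883 to 0.103 over 17 camera alternatives).

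**Figure D2:**
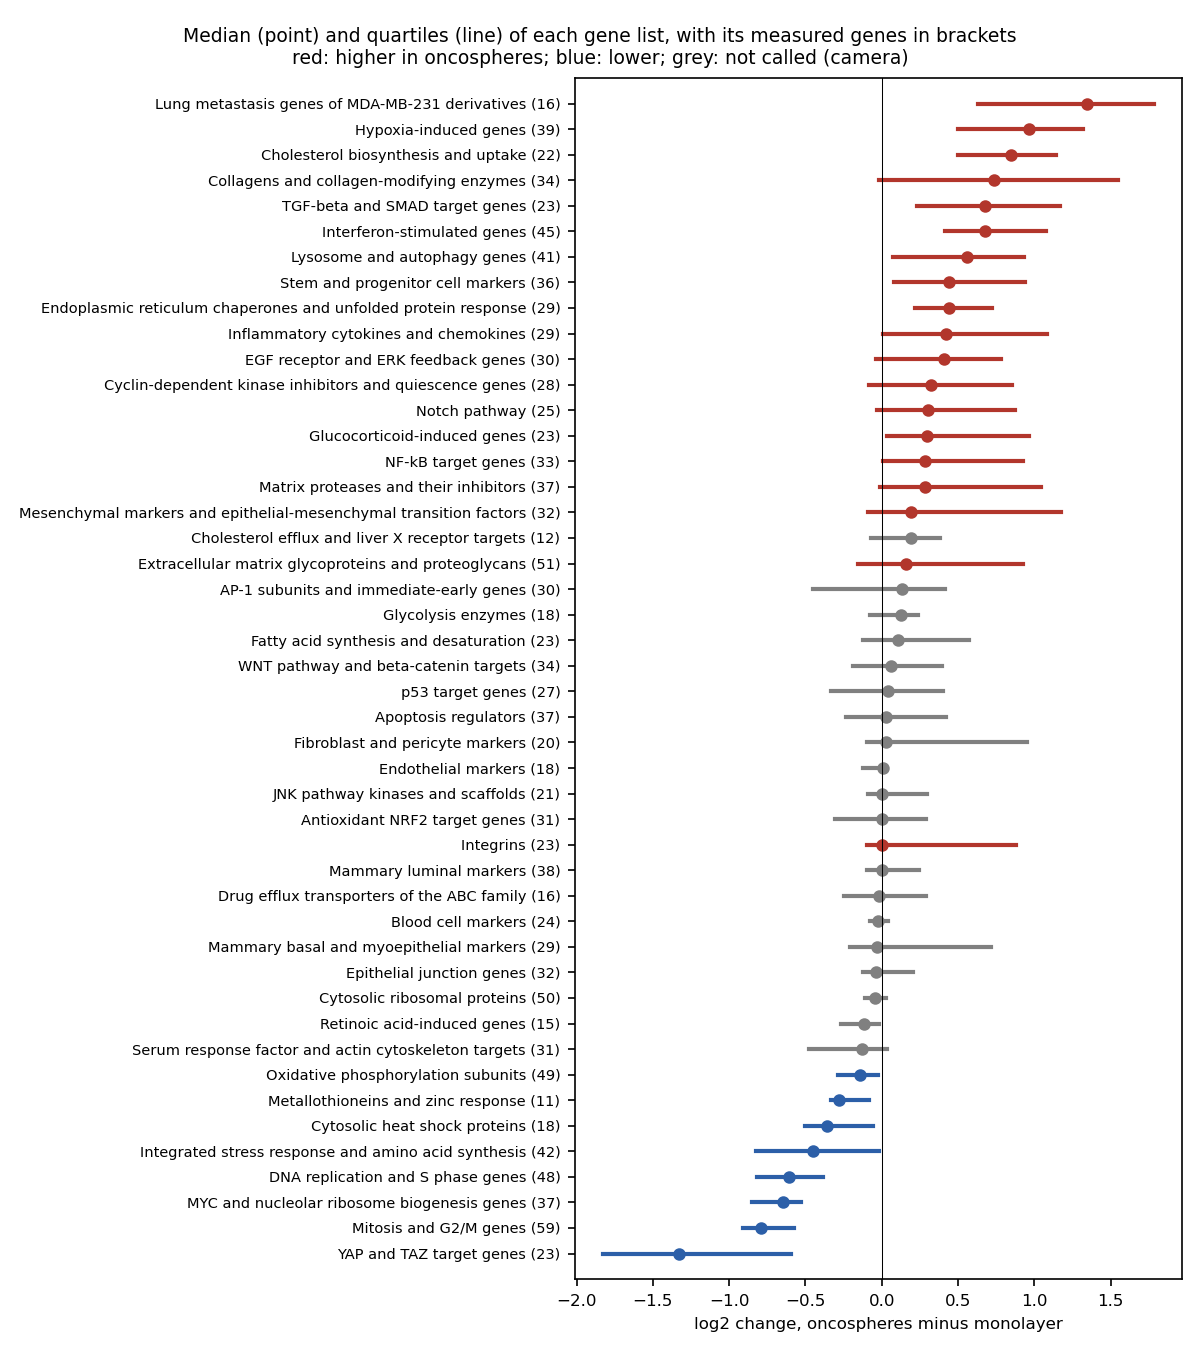
Each line is 1 of the 46 gene lists, with the median log2 change of its measured genes (oncospheres minus monolayer) as a point and the quartiles as the ends of the line. By camera at the preset correlation 19 lists were higher (red), 8 lower (blue) and 19 not called (grey), against 0 called with an estimated correlation (smallest adjusted p = 0.162; 11 lists at an unadjusted p below 0.05), and the medians ran from -1.33 for YAP and TAZ targets to 1.34 for lung metastasis genes.

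JUN, the transcription factor activated by JNK, had 4 probe sets, and each was higher in oncospheres. By the brightest, JUN rose 1.15-fold (log2 change 0.20, SE 0.06, adjusted p = 0.0443), with an intensity of 3281 ± 96.5 in monolayer and 3778 ± 209 in oncospheres (SD, n = 3 each). The probe set with the largest change rose 1.32-fold (adjusted p = 0.00194), and the remaining ones rose 1.21-fold and 1.20-fold, with adjusted p of 0.0415 and 0.0432 (limma, Benjamini-Hochberg). The call by the brightest probe set did not hold without the monolayer 1 array (adjusted p = 0.0683), monolayer 2 (0.122), monolayer 3 (0.108), oncosphere 1 (0.134) or oncosphere 3 (0.137). Over 17 alternatives the adjusted p of JUN ran from 0.0043 to 0.137, and 9 kept the call. The kinases and scaffolds of the JNK pathway were not called as a list (adjusted p = 0.252), with 7 higher, 2 lower and 12 not called of 21, with 7 and 3 adjusted over the list alone. MAP3K1 rose by 1.52 and MAP4K4 by 1.24, and MAPK8, which encodes JNK1, fell by 0.52. RNA of these genes does not measure JNK activity, which the study followed by phosphorylated protein. The study reported its JNK signature as enriched in MDA231-LM2 oncospheres. It also reported active JNK by Western blot in oncospheres of another breast cancer line. AP-1 subunits and immediate-early genes moved both ways (adjusted p = 0.534), with 11 higher, 10 lower and 9 not called of 30, with 13 and 10 adjusted over the list alone. EGR3 (2.18) rose and the phosphatase DUSP1 (-1.75) and GADD45B (-1.37) fell, though GADD45B was not called without _x_at and _s_at probe sets (-0.12). The median of this list was 0.13, its mean -0.06 and its test positive.

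**Figure D3:**
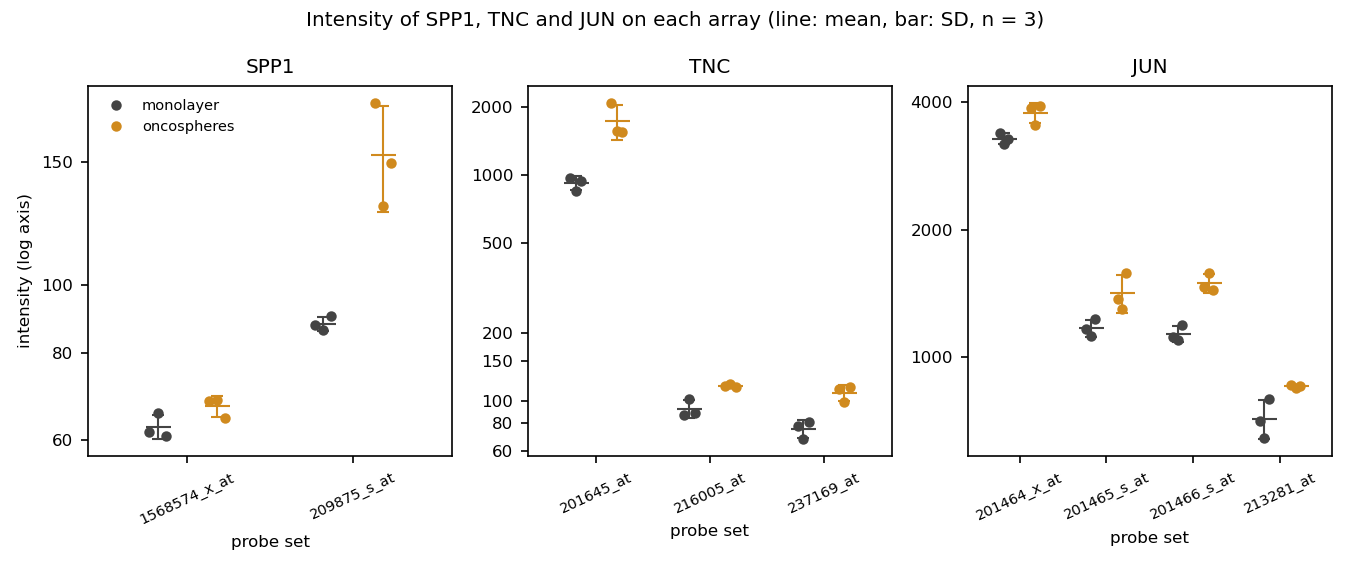
Intensity, on a log axis, of each probe set of SPP1, TNC and JUN on each array, with the 3 monolayer arrays in dark grey, the 3 oncosphere arrays in orange, a line at the mean and bars of 1 SD. The oncosphere arrays of the brighter SPP1 probe set lie between 129.5 and 182, above the monolayer arrays at 86.2 to 90.2.

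Stem and progenitor cell markers gave 19 higher, 2 lower and 15 not called of 36. When adjusted over the list alone, 20 rose and 2 fell (camera adjusted p = 1.54e-06, and adjusted p = 0.162 with an estimated correlation). SOX4 rose 6.54-fold and SOX2 5.62-fold, the latter with an intensity of 119 ± 4.62 in monolayer and 671 ± 104 in oncospheres (SD, n = 3 each), and ID3 had a log2 change of 1.68. In the Notch pathway, 13 of 25 measured genes rose, 0 fell and 12 were not called (adjusted over the list alone, 14 rose and 0 fell) (camera adjusted p = 2.18e-05, and adjusted p = 0.162 with an estimated correlation), and the targets HEY1 (1.44) and HES1 (1.16) and the ligand JAG1 (1.38) were among those that rose, HES1 by an _s_at or _x_at probe set without which it was not called (0.085). Feedback genes of the EGF receptor and ERK showed 17 higher, 7 lower and 6 not called of 30, with 19 and 7 adjusted over the list alone (camera adjusted p = 6.96e-04, and adjusted p = 0.247 with an estimated correlation), with DUSP6 at 1.35 and SPRY1 at 1.31, and FOSL1 at -1.18. Glucocorticoid-induced genes came to 10 higher, 3 lower and 10 not called of 23, with 11 and 3 adjusted over the list alone (camera adjusted p = 0.00391, and adjusted p = 0.455 with an estimated correlation), with DUSP1 at -1.75, TSC22D3 at 1.54 and CEBPD at 1.44. Of these, TSC22D3 and CEBPD were not called without _x_at and _s_at probe sets (0.014 and 0.25).

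Camera did not call the lists of luminal, basal, epithelial junction, fibroblast, endothelial or blood cell markers. Of these, fgsea called the fibroblast list (adjusted p = 0.023). Fry, which called 40 lists in all, called each of them except blood cell markers (adjusted p = 0.485). Mammary luminal markers gave 9 higher, 5 lower and 24 not called of 38, with 12 and 7 adjusted over the list alone (adjusted p = 0.253), where EHF (1.71) rose and KRT7 (-1.52) fell. Mammary basal and myoepithelial markers gave 8 higher, 6 lower and 15 not called of 29, with 9 and 7 adjusted over the list alone (adjusted p = 0.684), where CDH3 (1.61) rose and TAGLN (-1.36) fell, TAGLN not being called without _x_at and _s_at probe sets (-0.21). For MDA231-LM2 oncospheres, the study reported enrichment of published signatures of basal-like breast cancer, basal mammary cells and mammary stem cells. Those signatures were not used here, so the basal list does not test that result. Epithelial junction genes counted 9 higher, 6 lower and 17 not called of 32, with 9 and 7 adjusted over the list alone (adjusted p = 0.904), with DSP at 1.15 and PKP2 at -1.59. Fibroblast and pericyte markers had 6 higher, 2 lower and 12 not called of 20, with 6 and 3 adjusted over the list alone (adjusted p = 0.122), and the collagen chain COL1A1 (1.42) was among those that rose. Endothelial markers had 1 higher, 2 lower and 15 not called of 18, with 1 and 2 adjusted over the list alone (adjusted p = 0.626), with PECAM1 at 1.58. Blood cell markers had 3 higher, 2 lower and 19 not called of 24, with 3 and 2 adjusted over the list alone (adjusted p = 0.936), and CD14, which rose, was at 134 ± 4.61 in monolayer and 193 ± 28.1 in oncospheres (SD, n = 3 each).

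The remaining lists were not called at the preset correlation. Retinoic acid-induced genes had 1 higher, 6 lower and 8 not called of 15, with 1 and 6 adjusted over the list alone (adjusted p = 0.0925), with TGM2 at -1.39. The retinoic acid list was called lower (adjusted p = 0.0221; 0.0221 to 0.2 over 17 camera alternatives) with the symbols as first written, and lost that call through the match to older symbols, which was chosen after seeing the data. Serum response factor and actin cytoskeleton targets had 5 higher, 12 lower and 14 not called of 31, with 5 and 12 adjusted over the list alone (adjusted p = 0.0941), with LIMA1 at -1.71 and ACTG2 at 1.49, and were called with the mean of all probe sets (adjusted p = 0.00646; 0.00646 to 0.862 over 17 camera alternatives). Genes of fatty acid synthesis had 9 higher, 4 lower and 10 not called of 23, with 9 and 5 adjusted over the list alone (adjusted p = 0.106), and the desaturase SCD rose 4.54-fold. Glycolysis enzymes had 7 higher, 3 lower and 8 not called of 18, with 7 and 3 adjusted over the list alone (adjusted p = 0.122), with ALDOC at 3.12 and the glucose transporter SLC2A1 at -0.58, and were called with cyclic loess (adjusted p = 0.0245) and with the mean of all probe sets (0.0438), against 0.0245 to 0.575 over 17 camera alternatives. Cholesterol efflux and liver X receptor targets had 4 higher, 1 lower and 7 not called of 12, with 5 and 1 adjusted over the list alone (adjusted p = 0.191), with NR1H3 at 0.58, and were called without the oncosphere 2 array (adjusted p = 0.0382; 0.0382 to 0.265 over 17 camera alternatives). WNT pathway genes had 13 higher, 9 lower and 12 not called of 34, with 13 and 9 adjusted over the list alone (adjusted p = 0.264), with AXIN2 at 1.68 and DKK1 at -2.04. Apoptosis regulators had 15 higher, 8 lower and 14 not called of 37, with 15 and 9 adjusted over the list alone (adjusted p = 0.355), with CASP1 at 0.94. p53 targets had 10 higher, 9 lower and 8 not called of 27, with 11 and 10 adjusted over the list alone (adjusted p = 0.602), with AEN at -0.92. Antioxidant NRF2 targets had 8 higher, 11 lower and 12 not called of 31, with 10 and 11 adjusted over the list alone (adjusted p = 0.936), with AKR1C3 at 1.33. Drug efflux transporters of the ABC family had 3 higher, 3 lower and 10 not called of 16, with 5 and 4 adjusted over the list alone (adjusted p = 0.925), with ABCC3 at 1.17 and ABCG2 at -0.64. ABCC3 was not called without _x_at and _s_at probe sets (0.028). Cytosolic ribosomal proteins had 0 higher, 5 lower and 45 not called of 50, with 0 and 0 adjusted over the list alone (adjusted p = 0.257), with RPL35 at -0.25. The call on RPL35 was lost without monolayer 1 (adjusted p = 0.0633), 2 (0.055) or 3 (0.0606) or without oncosphere 1 (0.0802) or 2 (0.0543), and its adjusted p ran from 0.00615 to 0.118 over the alternatives. Median, mean and test differed in sign for the luminal, basal, epithelial junction, endothelial, blood, ABC transporter and NRF2 lists as well as for integrins and AP-1.

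With an estimated correlation, camera called 0 of the 46 lists, the smallest adjusted p being 0.162 and 11 lists having an unadjusted p below 0.05. The same call came from fgsea for 24 of the 27 called lists and from fry for 26 (40 lists in all). Neither makes up for that loss. As run here, fgsea takes no account of correlation within a list. Fry asks only whether the genes of a list changed, where 34.9% of all genes were called. At the preset correlation, camera also called between 8 and 23 lists in each of the 9 other divisions of the 6 arrays into 3 and 3, which keep part of the difference between cultures, and medium, attachment and time in culture differed together between the groups.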

Values the study reported

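The study reported a JNK response signature composed of 68 genes. For the response to paclitaxel, it put the overlap of the induced genes with those of spheres at close to 40%.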

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

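Both results here come from probe sets that stood for no gene above, and no test was run on their cause. The control probe set for Alu repeats had a log2 change of 0.22 between groups, and its arrays did not overlap. Its intensity was 18083 ± 415 in monolayer and 21021 ± 403 in oncospheres (SD, n = 3 each). Some control probe sets for bacterial transcripts, which the cells do not make, also differed without overlap, and in both directions. Examples were AFFX-r2-Bs-dap-3_at (0.30), AFFX-r2-Ec-bioD-5_at (0.20) and AFFX-r2-Bs-lys-M_at (-0.19). A shift of the size seen for Alu may thus arise without a difference in the RNA of the cells. The 3 control probe sets for 18S ribosomal RNA had log2 changes of -0.66, -0.31 and -0.23, the first with an intensity of 8837 ± 1224 in monolayer and 5558 ± 203 in oncospheres.

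Among probe sets with several gene symbols or none, 1509 were higher in oncospheres and 901 lower (limma, Benjamini-Hochberg adjusted p below 0.05). These probe sets have no gene assigned here and were not analysed further.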

How the results depend on the processing

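The subtraction of a background level was chosen after seeing the data, as was the match of list genes through older symbols that the list results use; the other settings were planned. SPP1 (log2 change 0.44 to 1.89) and TNC (0.59 to 0.98) kept their call in every setting that gave a value, 16 for SPP1 and 17 for TNC. Both SPP1 probe sets are of the _x_at or _s_at kind, so SPP1 had no value without these kinds. JUN lost it with median centring (0.19, adjusted p = 0.0554), the replicate block (0.20, adjusted p = 0.0514) and background subtraction (0.21, adjusted p = 0.0503), and ran from 0.17 to 0.25 with 1 array left out, where the call held only without oncosphere 2; its adjusted p ran from 0.0043 to 0.137 over all settings. Over 17 settings at an adjusted p below 0.05, between 2698 and 3760 genes were higher and between 2532 and 3676 lower. Without oncosphere 2, which lay apart, 3439 genes were higher and 3448 lower. The count higher by at least 1.5-fold was 920 with the mean of all probe sets of a gene. Leaving out 1 array gave 2902 to 3439 genes higher and 2830 to 3448 lower, 1377 to 1502 and 1042 to 1252 by at least 1.5-fold, and 18 to 19 lists higher and 7 to 8 lower. Camera with an estimated correlation called 0 lists higher and 0 lower. Without that match, as the lists were first run, 19 lists were higher and 9 lower, the retinoic acid list among them (adjusted p = 0.0221). Without _x_at and _s_at probe sets, the log2 change was -0.023 for CFB, 0.13 for RRP12, 0.025 for ASNS, -0.0071 for COL3A1, -0.060 for LUM and 0.12 for MCAM, where other probe sets then stood for these genes. The direction of lists that were not called also turned: the NRF2 list with cyclic loess (adjusted p = 0.944), the replicate block (0.868) and 1 array left out (0.846 to 0.988), ribosomal proteins with cyclic loess (0.291), ABC transporters with cyclic loess (0.998), fry (0.904) and 1 array left out (0.678 to 0.971), blood cell markers without dim probe sets (0.972), with the mean of all probe sets (0.82), fgsea (0.953) and 1 array left out (0.846 to 0.964), and AP-1 genes without _x_at and _s_at probe sets (0.945), with fgsea (0.216) and fry (0.111). Except where fewer probe sets were used, the cause was not tested. Replicate numbers were not taken as pairs, since the deviations of arrays with the same number correlated at 0.0685, 0.0822 and 0.089; each array correlated best with its own number, a hint from the data and not the design. With the replicate block, 3410 genes were higher and 3396 lower. Signal over background limits dim genes: subtracting a background level kept 5671 of the 6894 calls.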

Other observations

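The tests of blood cells, of RNA quality and of monolayer RNA as the whole cause were chosen after the result was seen, and the interferon-stimulated list had been seen to be higher before the MHC class I genes were tested. The genes of MHC molecules, chosen after HLA-DRA had been seen, extended the increase of class II. CD74, the invariant chain that guides class II molecules, had an intensity of 354 ± 55.9 in monolayer and 1965 ± 340.2 in oncospheres (SD, n = 3 each; log2 change 2.47), and CIITA, the master activator of class II genes, rose by 1.00. HLA-DMA (2.97), HLA-DMB (2.33) and HLA-DQB1 (0.86) rose too, and HLA-DQA1 had a log2 change of 0.31 (limma, adjusted p = 0.0452). HLA-DOA was not called, with a log2 change of 0.016. Among class I genes, HLA-B (1.79), HLA-C (1.80), HLA-E (1.24), HLA-F (1.65) and B2M (0.37) rose.

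The increase of MHC class II genes has 3 candidate explanations. Blood cells would bring their other abundant RNAs. Of 11 blood cell genes, CD14 (log2 change 0.52) and LYZ (0.45) were called higher and the others were not called. The largest gain in intensity among the 11, that of CD14 (59.1), was a share of 0.00841 of the gain of HLA-DRA (7033). Brightness is not comparable between probe sets, so this share is not a ratio of RNA amounts and does not exclude blood cells. Cross-hybridization between similar HLA-D transcripts as the whole cause would leave CD74 unchanged, yet its log2 change was 2.47. The rise of CD74 cannot show whether 1 HLA-D transcript added signal to probe sets of other HLA-D genes. HLA-DRB1 had 1 probe set, of the _x_at kind, and HLA-DPB1 was not called without its _s_at probe set. A part played by cross-hybridization in single HLA-D values thus stays open. An interferon-like response of the cancer cells would raise class I genes too, and the median log2 change of 5 such genes was 1.65. HLA-B, HLA-C, HLA-E and HLA-F were each read by an _x_at probe set, which can match several genes. These closely related genes are therefore not independent measures, and B2M rose by only 0.37. The data leave an interferon-like response as a hypothesis, found and tested on the same arrays. Whether sphere form, medium or time brought it was not tested.

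Oncosphere culture 2 lay nearer the monolayer on the first principal component (-37.1, against -47.9 and -45.7 for the others). The log2 ratio of 3' to 5' probe sets did not set that array apart. For ACTB it was 0.0197 (other arrays -0.0942 to 0.035) and for GAPDH -0.0536 (-0.12 to -0.0164). Group means of these control probe sets lay between 15210 and 19423, where the brightest value of an array was 23270 to 24529. Ratios so near the top of the range may be compressed, so they cannot decide whether RNA quality was lower. If RNA of monolayer-like cells made up part of that culture, genes that rose and genes that fell would need the same share; their medians were 0.196 and 0.0873, a difference of 0.109 (95% bootstrap interval over genes 0.0768 to 0.134), so a part played by such RNA cannot be told apart from variation of the culture, because the interval spans the bound set for it. The same difference was 0.0593 on oncosphere 1 and 0.0553 on oncosphere 3. As the whole cause, RNA of monolayer-like cells was argued against by the lists. Their median shares spanned 1.04 on oncosphere 2, from 0.551 for inflammatory cytokines to -0.487 for cholesterol synthesis, against 0.533 and 0.397 on the other oncosphere arrays. Without the lowest list of each array, the range was 0.538 on oncosphere 2 (without cholesterol synthesis), 0.365 on oncosphere 1 and 0.386 on oncosphere 3. A biological difference between cultures stays open.

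The dim probe sets of TNC gave smaller fold changes than the bright one. If background left in the values were the reason, its subtraction would bring the TNC probe sets together. Their range of log2 change went from 0.56 to 0.52, a ratio of 0.929. That range does not decide, since the dimmest probe set moved past the bright one. The bright one moved from 0.90 to 0.95, the dimmest from 0.53 to 1.46 and the next from 0.34 to 0.94. After subtraction the dim probe sets thus no longer gave clearly smaller fold changes than the bright one. These values depend on the level subtracted and on the lowest value allowed, so a part played by background stays open. No biological explanation was tested.

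Divisions of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The real one gave 3430 genes higher and 3464 lower, 1429 and 1107 by at least 1.5-fold, and in each case 1 division, the real one, gave as many. The highest of the others was 0 by limma in each, with 269 to 579 genes at an unadjusted p below 0.05. The sides of the other divisions have no order, so the larger count of either direction was taken for each of them. For lists, 1 division then gave as many as the 19 higher, with 17 as the highest other. As many as the 8 lower were given by 7 divisions, the real one included, again with 17 as the highest other. Each of the other divisions sets 2 arrays of 1 form and 1 of the other against the reverse, so that part of the difference between cultures remains in it, and this was not separated from genes of a list varying together.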
